A study of Homo sapiens with 5 samples. Its data were reported in "Stromal lipid species dictate melanoma metastasis and tropism" (2025).

How the data were processed

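Poly(A) RNA of MeWo melanoma cells, an established line, was sequenced after culture in serum-free medium or in medium conditioned by young or old adipocytes (the secretomes). The values are counts per gene, in 1 table that the authors deposited, with a column for each of the 5 libraries. The columns were matched to samples by group and replicate as the labels name them. The labels name a strand-specific library kit, and whether counting used strand, the aligner, the counting program and the genome build are not given in the sources used here. All 58051 values per library were whole numbers of 0 or more, and 57447 gene identifiers (99.0%) were found in the GENCODE release 29 annotation of GRCh38, from which gene types, coordinates and overlaps were taken. Of all genes, 1750 carried a symbol that a gene listed before them already had, so genes were followed by identifier. In a check of strand use, 2 of 113 short genes inside exons of well-covered genes on the same strand and 2 of 41 on the opposite strand had at least 10 counts, which does not settle it. The labels name DESeq2 and the methods of the study name GFOLD, which was not used here. The legend that reverses the numbers of secretome replicates was noted, and the labels were followed.

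Genes with enough counts by edgeR's filterByExpr for the 3 groups (19473) were tested in R 4.3.3 with edgeR 4.0.16, by a robust quasi-likelihood fit on counts scaled by TMM factors (0.973 to 1.01), all 5 libraries in 1 fit and the group as the factor. Contrasts were YA against control, OA against control and YA against OA, each with edgeR's two-sided quasi-likelihood test and Benjamini-Hochberg adjustment over all tested genes, with a threshold of 0.05. The fit had 2 residual degrees of freedom, from control and YA, a common dispersion of 0.00159 and a median of 51.7 prior degrees of freedom. The standard error of a log2 fold change is its size divided by the square root of the F statistic. CPM of tested genes use the TMM-scaled library sizes, and CPM of cell type markers use the raw totals.

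Before the data were examined, 44 gene lists were written from general knowledge, 38 of pathways, 5 of cell type markers (adipocyte, fibroblast and preadipocyte, endothelial, keratinocyte and leukocyte) and 1 for quality, together with the tests, the alternatives and the rule for named genes. Of the pathway lists, 37 had at least 5 tested members and were compared with the other genes by camera (limma 3.58.1) with a preset correlation of 0.01, Benjamini-Hochberg adjusted over the lists. Camera with an estimated correlation and fry were run beside it. The genes named are, per comparison, the 12 largest rises and 12 largest falls among protein-coding genes past the threshold, with an average log2 CPM of at least 2 and every library of one group on the same side of every library of the other, then 20 genes the study discusses, and up to 4 members with the smallest p of each list described. The 20 genes were partly discussed by the study from these libraries, so their results are not independent evidence. The responses in YA and OA were compared by the Pearson correlation and covariance of their log2 fold changes across genes, beside 100 simulated draws of unchanged groups against the same controls. Calls in common were counted in 20 such draws, each refitted.

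Alternatives were RLE size factors, DESeq2 1.42.0, limma-voom, a stricter and no filter on low counts, thinning of all libraries to the smallest total, a fold minimum of 1.2, a fit without the OA library, the replicate number as a block and leaving out each library in turn. A glycolysis list without members of the HIF list was added after the data were seen. Length and GC trends were fitted with mgcv 1.9.3 and plots drawn with matplotlib 3.10.9. Tested on simulated data with this design, edgeR recovered 59.7%, 82.1% and 90.9% of genes planted at 1.5-fold, 2-fold and 4-fold in YA against control, 59.7%, 68.7% and 89.4% in OA against control and 55.2%, 68.7% and 89.4% in YA against OA. Of its calls 2.76%, 3.51% and 5.42% were false. The simulation gave every library, OA included, the same spread at a given expression level, and changed few genes. Its rates therefore cannot show how many calls are false if the lone OA library varied otherwise. A planted list of 1.5-fold was called by camera with the preset correlation in each comparison and missed with an estimated one (adjusted p = 0.126, 0.210 and 0.188), while the preset correlation also called 0, 2 and 1 of 37 unplanted lists. The simulated genes were drawn independently, so these values do not show which correlation suits lists of genes that are regulated together.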

Results

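MeWo cells, an established human melanoma line, were exposed to serum-free medium (control), to medium conditioned by young adipocytes (YA-MeWo) or to medium conditioned by old adipocytes (OA-MeWo), and their poly(A) RNA was sequenced. Exposure lasted at least 24 hours. The methods give that time for RNA sequencing, and their general description of treatments and the sample labels give a range with a longer upper end. The series held 5 libraries, 2 control, 2 YA and 1 OA. Total counts were 75067596 and 52063789 in control, 57683373 and 86853824 in YA and 52651785 in OA, and levels are given as counts-per-million (CPM). Of 58051 genes in the count table, 19473 were tested, 13841 of them protein coding. The replicates of a group were not the same library, since their counts differed by 5.80 (control) and 7.57 (YA) chi-square units per degree of freedom. The labels do not say what separates the replicates. The study speaks of biological replicates and ties that term to batches of adipocytes, which leaves the control replicates undescribed, and p-values measure only the spread between these samples. The OA group had a single library with no replicate of its own, and in each test with OA the lone sample was assumed to vary like the other groups. A legend in the study counts fewer YA than OA replicates for this experiment, the reverse of the labels, and groups here follow the labels. Below, ± is the standard error for a log2 fold change and the SD for a CPM mean (n = 2 for control and for YA), and the interval of an OA level is a 95% Poisson interval that covers counting error only.

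The first comparison asked what the secretome of young adipocytes changed in MeWo cells. In YA-MeWo cells most genes of an NF-κB inflammation list rose and most of a pigmentation list fell, changes whose list calls were lost with an estimated correlation (adjusted p = 0.245 and 0.234). LIF, an IL-6 family cytokine, rose 4.49-fold from 9.94 ± 0.0894 to 44.6 ± 0.228 CPM (log2 fold change 2.17 ± 0.062, edgeR adjusted p = 2.2e-34), and the chemokine gene CXCL3 rose 4.69-fold (log2 fold change 2.23 ± 0.079, edgeR adjusted p = 2.1e-23). DCT, an enzyme of melanin synthesis, fell from 1279.9 ± 50.2 to 515 ± 33.8 CPM (log2 fold change -1.31 ± 0.056, edgeR adjusted p = 2.9e-26). ANGPTL4, a secreted inhibitor of lipoprotein lipase, rose by 2.78 ± 0.21 on the log2 scale from 0.285 ± 0.0271 CPM. In all, 1759 genes were higher and 1557 lower in YA than in control, of which 272 and 98 changed by at least 2-fold.

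Among the 12 largest rises of moderately expressed protein-coding genes, SYTL5, a Rab27 effector of vesicle transport, came first at 3.00 ± 0.13 (edgeR adjusted p = 8.8e-24) and went from 1.24 ± 0.00641 to 9.84 ± 1.59 CPM. It was followed by CSF3, the granulocyte colony-stimulating factor gene, at 2.79 ± 0.14, by ANGPTL4 and by the WNT ligand gene WNT9A at 2.56 ± 0.12. The others were CXCL3, LIF, the sodium/proton exchanger gene SLC9A7 (2.15), the potassium channel gene KCNN4 (2.06) and MYEOV (1.87). NT5E (1.87), which encodes the ectonucleotidase CD73, PMEPA1 (1.73), a feedback inhibitor of TGF-β signaling, and IL1B (1.70) came last. The largest falls were PCDH7, a protocadherin gene, at -1.55 ± 0.085 (edgeR adjusted p = 1.4e-21), DCT, HSD17B14 (-1.26), the semaphorin receptor gene PLXNC1 (-1.2) and the endothelin receptor gene EDNRB (-1.13). They were followed by DTX4 (-1.10), P2RX7 (-1.10), DACT1 (-1.10), NFATC2 (-1.07), RP11-309L24.4 (-1.07), TYRP1 (-1.06) and ADAMTS14 (-1.06). On GRCh38, LIF (ENSG00000128342, chromosome 22, 30240447 to 30246851, minus strand), CXCL3 (ENSG00000163734, chromosome 4, 74036589 to 74038807, minus strand), DCT (ENSG00000080166, chromosome 13, 94436808 to 94479682, minus strand) and SYTL5 (ENSG00000147041, chromosome X, 38006582 to 38128819, plus strand) are protein-coding genes, and counts are totals per gene over its exons as annotated. CXCL3 has close paralogs with which it can share reads, ANGPTL4, PLXNC1 and RP11-309L24.4 overlap genes on the opposite strand (RAB11B-AS1, CEP83 and KCP), and counting is not stated to have used strand, so these values are uncertain.

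Of 37 gene lists fixed beforehand, camera called 14 upward and 2 downward in YA. It called 0 when it estimated the correlation between genes in place of the preset value, and fry called 2 upward and 0 downward. The inflammatory genes driven by NF-κB rose in YA-MeWo, where 18 of their 27 tested members rose and 1 fell, 18 and 2 adjusted over the list alone, with a median log2 fold change of 0.28 (camera adjusted p = 1.4e-31, against adjusted p = 0.245 with an estimated correlation). BIRC3, an inhibitor of apoptosis, rose by 1.08 ± 0.064. In the melanocyte and pigmentation list 0 of its 22 tested members rose and 13 fell, 0 and 13 adjusted over the list alone, with a median of -0.42 (camera adjusted p = 1.4e-31, against adjusted p = 0.234 with an estimated correlation), and MLANA, the MART-1 antigen gene, fell by 0.79 ± 0.056. The list of dedifferentiated, invasive melanoma cells went the other way, as 15 of its 27 tested members rose and 2 fell, 15 and 2 adjusted over the list alone (median 0.43, camera adjusted p = 6.0e-20, against adjusted p = 0.245 with an estimated correlation). The nerve growth factor receptor gene NGFR rose by 1.44 ± 0.056 and the urokinase receptor gene PLAUR by 1.04 ± 0.063, whereas SNAI2, a transcription factor of the same list, was lower at -0.85 ± 0.051. Targets of hypoxia-inducible factor (HIF) rose, 20 up and 1 down of 29 tested genes, 23 and 1 adjusted over the list alone, with a median of 0.30 (camera adjusted p = 1.5e-15, against adjusted p = 0.234 with an estimated correlation), among them PFKFB4 at 1.13 ± 0.056 and SLC2A1, which encodes the glucose transporter GLUT1, at 0.62 ± 0.053. In the glycolysis list 14 of its 24 tested members rose and 0 fell, 14 and 1 adjusted over the list alone (median 0.22, camera adjusted p = 3.3e-11, against adjusted p = 0.284 with an estimated correlation), and the lactate exporter gene SLC16A3 rose by 1.24 ± 0.053. HIF and glycolysis share 6 tested genes, and without these, an alternative chosen after the data were seen, the glycolysis median was 0.079, with 8 of 18 genes risen and 0 fallen (camera adjusted p = 1.4e-04).

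In the MAPK immediate early list 15 of its 25 tested members rose and 4 fell, 15 and 4 adjusted over the list alone (camera adjusted p = 2.7e-13, against adjusted p = 0.234 with an estimated correlation), with IER3 at 1.60 ± 0.059 and DUSP6, a phosphatase that limits ERK, at 0.63 ± 0.053. The IL-6 and STAT3 list had 11 up and 4 down of 22 tested genes, 13 and 5 adjusted over the list alone (camera adjusted p = 6.5e-12, against adjusted p = 0.234 with an estimated correlation), among them SOCS3, a feedback inhibitor of this pathway, at 0.77 ± 0.054. It shares LIF and IL6 with the NF-κB list. The TGF-β and BMP list had 11 up and 2 down of 21 tested genes, 13 and 2 adjusted over the list alone (camera adjusted p = 2.3e-11, against adjusted p = 0.234 with an estimated correlation), with TGFBI, an extracellular adhesion protein gene, at 1.18 ± 0.072. Glucocorticoid targets rose, 10 up and 3 down of 23 tested genes, 11 and 3 adjusted over the list alone (camera adjusted p = 5.2e-12, against adjusted p = 0.234 with an estimated correlation), with the metallothionein gene MT2A at 1.5 ± 0.055 and KLF9 at 0.70 ± 0.054. Extracellular matrix genes had 14 up and 3 down of 35 tested genes, 15 and 3 adjusted over the list alone, and a median of 0.14 (camera adjusted p = 4.0e-11, against adjusted p = 0.358 with an estimated correlation), a median that was 0.26 without control 1 and 0.074 without YA 2. Mitotic genes (G2/M) moved little but in 1 direction, 18 up and 0 down of 34 tested genes, 24 and 0 adjusted over the list alone, with a median of 0.16 (camera adjusted p = 4.9e-07, against adjusted p = 0.512 with an estimated correlation), and chaperones of the endoplasmic reticulum had 13 up and 0 down of 20 tested genes, 13 and 0 adjusted over the list alone, with a median of 0.20 (camera adjusted p = 1.6e-06, against adjusted p = 0.358 with an estimated correlation). The interferon response fell, 1 up and 16 down of 41 tested genes, 1 and 17 adjusted over the list alone, with a median of -0.17 that was -0.093 without control 1 (camera adjusted p = 3.4e-05, against adjusted p = 0.334 with an estimated correlation), and IFIT1, an antiviral effector gene, fell by 0.77 ± 0.10 while ISG20 rose by 0.60 ± 0.053. The cAMP/CREB list (8 up and 4 down of 19 tested genes, 8 and 4 adjusted over the list alone, median 0.024, 0.017 to 0.26 over the alternatives, camera adjusted p = 1.2e-06, against adjusted p = 0.234 with an estimated correlation) and the p53 targets (7 up and 2 down of 20 tested genes, 7 and 4 adjusted over the list alone, median 0.019, -0.00033 to 0.044 over the alternatives, camera adjusted p = 0.00238, against adjusted p = 0.245 with an estimated correlation) were also called, with medians near 0.

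The study describes enrichment of PI3K pathway genes among those raised by YA exposure. The list tested here was written for this purpose and differs from that analysis in its genes and its test, and it was not called in YA. Of 42 tested PI3K, AKT and mTOR genes 4 rose and 9 fell, 5 and 10 adjusted over the list alone. Their median was -0.039 (camera adjusted p = 0.0838), and -0.050 to -0.0096 over the alternatives. The lowest was without control 2, where the list was called downward. Those that moved most clearly were INPP4B, a phosphoinositide phosphatase gene, at -0.49 ± 0.051, the regulatory subunit gene PIK3R3 at -0.63 ± 0.078, the adaptor gene IRS1 at -0.34 ± 0.053 and DEPTOR, an mTOR inhibitor gene, at -0.62 ± 0.12. The catalytic subunit gene PIK3CA was at -0.047 ± 0.062 (edgeR adjusted p = 0.697), PIK3CB at 0.088 ± 0.050 (0.258), PIK3R1 at -0.049 ± 0.057 (0.654), AKT1 at -0.042 ± 0.051 (0.666), MTOR at 0.011 ± 0.051 (0.925) and RICTOR at 0.011 ± 0.051 (0.927). Among antiapoptotic genes 5 of the 11 tested members rose and 1 fell, 5 and 1 adjusted over the list alone (median 0.12, camera adjusted p = 7.0e-05, against adjusted p = 0.234 with an estimated correlation), with MCL1 at 0.52 ± 0.051 and BCL2A1 at 0.92 ± 0.10. BCL2 itself fell from 71.9 ± 0.832 to 53.2 ± 1.43 CPM (log2 fold change -0.43 ± 0.051, edgeR adjusted p = 1.1e-09). Respiratory chain genes of the nucleus showed 1 rise (UQCRC1, 0.17 ± 0.051, edgeR adjusted p = 0.0149) and 1 fall (COX6C, -0.17 ± 0.053, edgeR adjusted p = 0.0228) in 79 tested, 0 and 0 adjusted over the list alone. Their median was -0.024 (camera adjusted p = 0.382), and -0.050 to 0.0013 over the alternatives. The UQCRC1 call was lost without control 2 (adjusted p = 0.121), without YA 1 (0.143) and with no filter on low counts (0.0502), and the COX6C call without control 2 (0.474), without YA 2 (0.259) and with DESeq2 (0.126). Genes encoded in the mitochondrial genome were not called as a list (median -0.044, camera adjusted p = 0.412), except downward without YA 2 (median -0.14, 0.00124), and the median was 0.042 without YA 1 (0.317).

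Lipid genes moved in both directions in YA-MeWo. In the list of lipid uptake and storage 7 up and 4 down of 30 tested genes, 8 and 5 adjusted over the list alone (median 0.076, camera adjusted p = 0.0531, and 0.0258 without control 1 and 0.0372 without YA 2). MGLL, the monoacylglycerol lipase gene, rose by 1.12 ± 0.060 and lipoprotein lipase (LPL) by 1.16 ± 0.17, whereas the fatty acid binding protein gene FABP7 fell by 0.67 ± 0.058. The fatty acid receptor gene CD36 was near the detection floor and lower (log2 fold change -0.80 ± 0.23, edgeR adjusted p = 0.00787, from 1.10 ± 0.00248 to 0.618 ± 0.119 CPM). That call was lost without control 1 (0.0908), without control 2 (0.0739), without YA 1 (0.0795) and with DESeq2 (0.217). CPT1A, which carries fatty acids into mitochondria, was higher (0.15 ± 0.050, edgeR adjusted p = 0.0353) and lost its call when any 1 library of control or YA was left out (adjusted p from 0.0883 to 0.189), with thinned libraries (0.0505) and with no filter on low counts (0.124). SCD, a fatty acid desaturase gene, was lower (-0.18 ± 0.055, edgeR adjusted p = 0.0131) and lost its call without control 2 (0.0805), YA 1 (0.111) or YA 2 (0.108). PPARG, a regulator of lipid genes, was higher (1.07 ± 0.35, edgeR adjusted p = 0.0235, from 0.236 ± 0.0155 to 0.506 ± 0.113 CPM) and lost its call without control 1 (0.194), control 2 (0.106) or YA 1 (0.181) and with limma-voom (0.0508). FASN (-0.11 ± 0.054, edgeR adjusted p = 0.193) and PLIN2 (0.17 ± 0.072, 0.0997) did not pass, except PLIN2 without YA 2 (0.00725). Fatty acid oxidation (5 up and 7 down of 31 tested genes, 5 and 13 adjusted over the list alone, camera adjusted p = 0.173), phosphatidylcholine metabolism (4 up and 5 down of 35 tested genes, 7 and 5 adjusted over the list alone, 0.726) and phosphoinositide metabolism (6 up and 3 down of 54 tested genes, 6 and 3 adjusted over the list alone, 0.85) were not called as lists.

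The study reports higher sphingosine kinase expression in melanoma cells exposed to the old secretome than to the young one. It gives several replicates per group, MeWo included, and the same direction in tumors grown in aged mice. SPHK1, which makes the signaling lipid sphingosine phosphate, rose from 265 ± 18.5 to 385 ± 12.7 CPM (log2 fold change 0.53 ± 0.053, edgeR adjusted p = 6.6e-12) and stood above both controls in 2 of 2 YA libraries. Its reads could not be separated from those of PRPSAP1, which overlaps it on the opposite strand (ENSG00000176170, chromosome 17, 76376584 to 76387860, plus strand on GRCh38), if strand was not used in counting. The sphingolipid list as a whole had 6 up and 3 down of 39 tested genes, 7 and 3 adjusted over the list alone, and was not called (camera adjusted p = 0.530). Of the genes of the IL-6 axis, IL6 was at 26.7 and 28.6 CPM in control and at 24.5 and 39.9 CPM in YA (0.24 ± 0.33, edgeR adjusted p = 0.759), with 0.53 and a call without YA 1 (9.8e-14) but -0.17 without YA 2 (0.138). IL6R fell by 0.47 ± 0.050 (edgeR adjusted p = 8.3e-11), STAT3 was at -0.11 ± 0.051 (0.121) and the receptor gene S1PR1 at 0.42 ± 0.63 (0.735). The YA counts depended on the control libraries, with 1184 genes higher and 863 lower without control 1, and 1008 and 901 without control 2. DESeq2 called 1144 and 851, and a fold of at least 1.2 left 1141 and 934.

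**Figure D1:**
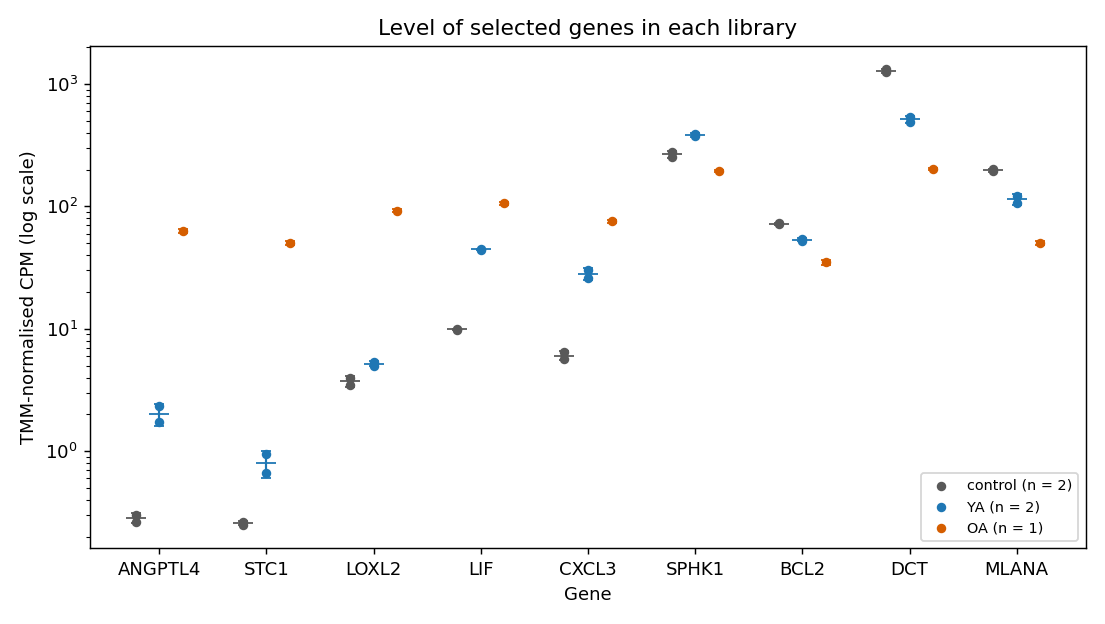
Level of 9 genes in each library in CPM (log axis), with points for libraries, mean ± SD for control and YA (n = 2 each) and the 95% counting interval for the single OA library. LIF, CXCL3 and ANGPTL4 were higher in YA and higher still in OA than in control, DCT and MLANA fell in both, and SPHK1 was above control in YA and below it in OA.

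The second comparison asked what the secretome of old adipocytes changed. In OA-MeWo cells most HIF targets, glycolysis genes and genes of the NF-κB list rose and most pigment genes fell, and these lists lost their calls with an estimated correlation (adjusted p from 0.0733 to 0.249). ANGPTL4 went from 0.285 ± 0.0271 CPM in control to 63.2 (95% interval 61.0 to 65.4) in OA (log2 fold change 7.77 ± 0.14, edgeR adjusted p = 5.2e-43), and STC1, a secreted glycoprotein hormone gene, rose by 7.59 ± 0.15 (edgeR adjusted p = 3.9e-43). The lysyl oxidase family gene LOXL2, which crosslinks collagen, rose by 4.62 ± 0.086, and DCT fell from 1279.9 ± 50.2 to 203 CPM (-2.65 ± 0.077). In all, 4285 genes were higher and 4208 lower in OA than in control, 1202 and 716 of them by at least 2-fold.

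After ANGPTL4 and STC1, the largest rises were PPFIA4 at 6.44 ± 0.13, LOXL2, ATG9B (4.37), SLAMF9 (4.33), the actin bundling gene ESPN (4.30), CSF3 (4.22), the lipocalin gene LCN2 (4.03), CEMIP (4.00 ± 0.53, edgeR adjusted p = 0.0251), NRP1 (3.76), a coreceptor for VEGF and semaphorins, and the AMP deaminase gene AMPD3 (3.69). The CEMIP call was lost without control 1 (adjusted p = 0.148) or control 2 (0.128). Among the largest falls were the betaine and GABA transporter gene SLC6A12 at -3.32 ± 0.22 (edgeR adjusted p = 1.1e-15), PRDM7 (-3.25), MYO16 (-2.78), DCT, the transcription factor gene KLF15 (-2.53), VEPH1 (-2.51), DACT1 (-2.45), MLIP (-2.44), the amino acid transporter gene SLC7A8 (-2.44), CFAP61 (-2.43) and the actin severing gene SCIN (-2.42). ANGPTL4 (ENSG00000167772, chromosome 19, 8363289 to 8374373, plus strand), STC1 (ENSG00000159167, chromosome 8, 23841915 to 23854807, minus strand) and LOXL2 (ENSG00000134013, chromosome 8, 23297189 to 23425328, minus strand) are protein-coding genes on GRCh38. ATG9B, CEMIP and CFAP61 overlap genes on the opposite strand (NOS3, MESD and CRNKL1) and LOXL2 overlaps ENTPD4 on its own strand, so their counts can include reads of the neighbor.

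Camera called 17 lists upward and 12 downward in OA, and 0 with an estimated correlation, while fry called 16 upward and 8 downward. HIF targets led the lists, where 27 of their 29 tested members rose and 1 fell, 27 and 2 adjusted over the list alone, with a median of 1.80 (camera adjusted p = 1.9e-106, against adjusted p = 0.0733 with an estimated correlation). AK4 rose by 2.85 ± 0.060, DDIT4, an inhibitor of mTORC1, by 2.82 ± 0.061, NDRG1 by 2.75 ± 0.060 and the mitophagy receptor gene BNIP3 by 2.70 ± 0.061. In the glycolysis list 20 of its 24 tested members rose and 3 fell, 21 and 3 adjusted over the list alone, with a median of 1.01 (camera adjusted p = 4.9e-46, against adjusted p = 0.249 with an estimated correlation), led by SLC16A3 at 3.26 ± 0.061, SLC2A1 at 2.54 ± 0.061 and the enolase gene ENO2 at 2.17 ± 0.061. Without the 6 HIF members the glycolysis median was 0.95, with 14 of 18 genes risen and 3 fallen (camera adjusted p = 3.2e-28). The NF-κB list had 23 up and 1 down of 27 tested genes, 24 and 1 adjusted over the list alone, and a median of 0.96 (camera adjusted p = 5.5e-33, against adjusted p = 0.249 with an estimated correlation), with LIF at 3.42 ± 0.068, CXCL3 at 3.65 ± 0.085 and IL1B at 3.63 ± 0.12. Pigment genes fell, 0 up and 21 down of 22 tested genes, 0 and 21 adjusted over the list alone, with a median of -1.25 (camera adjusted p = 2.1e-30, against adjusted p = 0.249 with an estimated correlation), and the dedifferentiated list rose, 21 up and 3 down of 27 tested genes, 21 and 3 adjusted over the list alone, with a median of 1.04 (camera adjusted p = 2.1e-30, against adjusted p = 0.249 with an estimated correlation), including THBS1 at 1.73 ± 0.062 and NGFR at 2.44 ± 0.064. Mitotic genes rose nearly throughout, with 33 up and 0 down of 34 tested genes, 33 and 0 adjusted over the list alone. Their median was 0.56 (camera adjusted p = 1.5e-14, against adjusted p = 0.314 with an estimated correlation), and the ubiquitin-conjugating enzyme gene UBE2C was at 1.22 ± 0.060. Extracellular matrix genes had 23 up and 3 down of 35 tested genes, 24 and 3 adjusted over the list alone (camera adjusted p = 8.0e-15, against adjusted p = 0.262 with an estimated correlation), TGF-β and BMP genes 15 up and 1 down of 21 tested genes, 15 and 2 adjusted over the list alone (camera adjusted p = 1.1e-11, against adjusted p = 0.249 with an estimated correlation), and chaperones of the endoplasmic reticulum 18 up and 0 down of 20 tested genes, 18 and 0 adjusted over the list alone (camera adjusted p = 7.2e-11, against adjusted p = 0.262 with an estimated correlation). IL-6 and STAT3 genes (12 up and 5 down of 22 tested genes, 13 and 5 adjusted over the list alone, camera adjusted p = 3.7e-09, against adjusted p = 0.249 with an estimated correlation), glucocorticoid targets (13 up and 3 down of 23 tested genes, 13 and 5 adjusted over the list alone, camera adjusted p = 1.3e-08, against adjusted p = 0.249 with an estimated correlation) and MAPK genes (17 up and 3 down of 25 tested genes, 18 and 3 adjusted over the list alone, camera adjusted p = 3.1e-05, against adjusted p = 0.253 with an estimated correlation) were called upward too.

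In the lists of respiration, fatty acid oxidation and fatty acid synthesis more genes fell than rose in OA-MeWo. Of 79 nuclear respiratory chain genes 2 rose and 33 fell, 2 and 33 adjusted over the list alone, with a median of -0.14 (camera adjusted p = 0.00210, against adjusted p = 0.527 with an estimated correlation), among them NDUFB9 at -0.51 ± 0.066 and CYC1 at -0.50 ± 0.066. Genes encoded in the mitochondrial genome had 0 up and 7 down of 13 tested genes, 0 and 8 adjusted over the list alone, and a median of -0.17 (camera adjusted p = 0.0310, against adjusted p = 0.594 with an estimated correlation), and their share of all counts was 4.85% in OA against 6.31% and 6.84% in control and 5.78% and 6.37% in YA. In the citric acid cycle 1 up and 14 down of 22 tested genes, 1 and 14 adjusted over the list alone (camera adjusted p = 0.00108, against adjusted p = 0.469 with an estimated correlation), with the pyruvate carrier gene MPC1 at -0.88 ± 0.073 and IDH3A at -0.82 ± 0.072. Fatty acid oxidation had 3 up and 15 down of 31 tested genes, 3 and 17 adjusted over the list alone (camera adjusted p = 0.0386, against adjusted p = 0.527 with an estimated correlation), with HADHA at -0.93 ± 0.066 but ACADVL at 1.04 ± 0.062, and fatty acid synthesis 3 up and 9 down of 19 tested genes, 3 and 9 adjusted over the list alone (camera adjusted p = 0.0137, against adjusted p = 0.262 with an estimated correlation), with FASN, the fatty acid synthase gene, at -1.11 ± 0.070 and ACSS2 at -1.2 ± 0.068. The median of the synthesis list was -0.19 and became -0.12 without control 1. Lipid uptake and storage genes went both ways, 13 up and 11 down of 30 tested genes, 13 and 11 adjusted over the list alone (camera adjusted p = 0.656), with FABP7 at -2.14 ± 0.087, the lipoprotein receptor gene VLDLR at 2.38 ± 0.090 and the lipid droplet gene HILPDA, also a HIF target, at 1.71 ± 0.10. PLIN2, which coats lipid droplets, rose by 0.46 ± 0.088, CD36 fell by 1.49 ± 0.34 (edgeR adjusted p = 2.9e-04) and CPT1A fell by 0.20 ± 0.063 (edgeR adjusted p = 0.00783).

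In the PI3K, AKT and mTOR list 7 up and 18 down of 42 tested genes, 7 and 18 adjusted over the list alone, with a median of -0.14 (camera adjusted p = 0.0104, against adjusted p = 0.382 with an estimated correlation). PIK3R3 fell by 1.95 ± 0.12, INPP4B by 1.08 ± 0.066 and MTOR by 0.50 ± 0.065, and PIK3CA was lower (-0.32 ± 0.081, edgeR adjusted p = 8.0e-04). Phosphoinositide metabolism had 4 up and 21 down of 54 tested genes, 4 and 21 adjusted over the list alone (camera adjusted p = 0.0386, against adjusted p = 0.527 with an estimated correlation). The antiapoptotic list had 6 up and 2 down of 11 tested genes, 6 and 2 adjusted over the list alone (camera adjusted p = 0.0188, against adjusted p = 0.262 with an estimated correlation, and 0.0553 without control 1), with BCL2 at -1.04 ± 0.068 and MCL1 at 0.88 ± 0.061. The proapoptotic list had 6 up and 5 down of 13 tested genes, 6 and 5 adjusted over the list alone (camera adjusted p = 0.00272, against adjusted p = 0.262 with an estimated correlation), led by BNIP3 and BNIP3L, both also HIF targets, and was not called without control 1 (0.0945) or control 2 (0.272). SPHK1 fell from 265 ± 18.5 CPM in control to 194 (95% interval 190.4 to 198) in OA (-0.45 ± 0.067, edgeR adjusted p = 1.1e-07), the opposite of its direction in YA. The overlapping gene PRPSAP1 was at -0.24 (edgeR adjusted p = 0.00141), a smaller fall at a lower level. The sphingolipid list had 6 up and 12 down of 39 tested genes, 6 and 12 adjusted over the list alone, and was not called (camera adjusted p = 0.406). IL6 was at 60 CPM in OA (1.12 ± 0.39, edgeR adjusted p = 0.159), and was called higher without YA 1 (1.7e-60), without YA 2 (5.6e-60), with DESeq2 (0.0257) and with limma-voom (9.9e-07). The YA libraries, which lay apart for IL6, share in the estimate of its spread. IL6R fell by 1.17 ± 0.067 and STAT3 by 0.40 ± 0.064, while SCD (-0.067 ± 0.067), PPARG (0.73 ± 0.47), AKT1 (-0.066 ± 0.063), PIK3CB (-0.14 ± 0.062), PIK3R1 (0.10 ± 0.071), RICTOR (-0.043 ± 0.063) and S1PR1 (-0.36 ± 0.96) did not pass. FABP4 had 0 counts in each control and YA library and 2 in OA and was not tested. The list for quality, of histone genes, was not put to a list test. The median log2 fold change of its 32 tested members over control was -0.46 in OA and 0.10 in YA, while the mitotic genes rose.

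**Figure D2:**
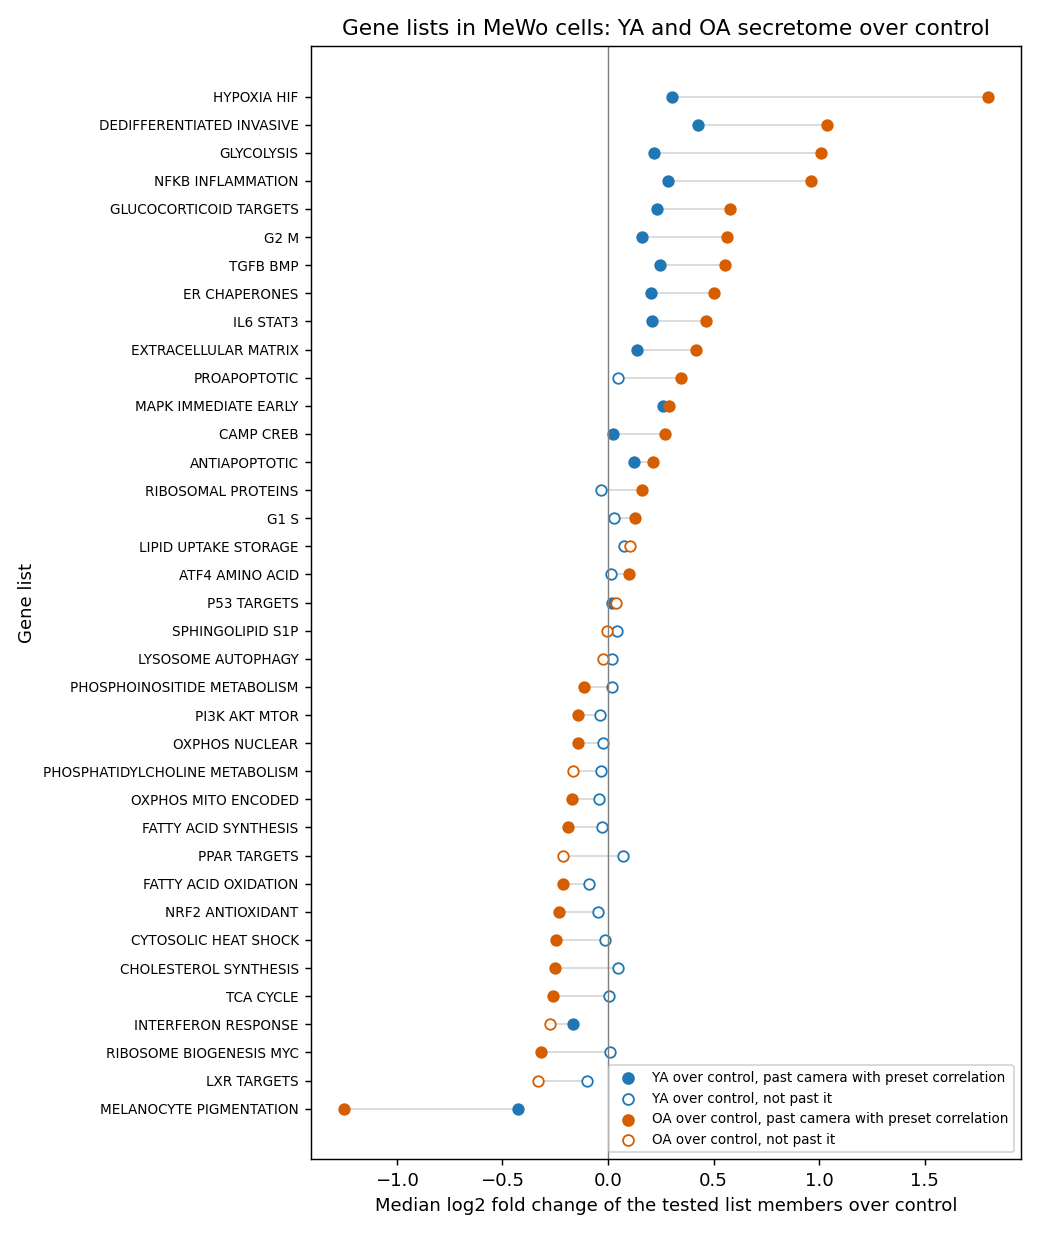
Median log2 fold change over control of the tested members of each of the 37 gene lists, for YA (blue, 2 libraries) and OA (orange, 1 library), with filled points where camera with a preset correlation called the list. HIF targets stood at 0.30 in YA and 1.80 in OA and pigment genes at -0.42 and -1.25, and no filled point keeps its call with an estimated correlation.

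The third comparison set the secretomes against each other. In YA-MeWo cells most HIF target, glycolysis and mitotic genes were lower than in OA-MeWo cells and most pigment genes higher, and these lists lost their calls with an estimated correlation (adjusted p from 0.0542 to 0.444). STC1 was lower in YA than in OA (0.808 ± 0.198 against 49.9 (95% interval 48.0 to 51.9) CPM, log2 fold change -5.99 ± 0.13, edgeR adjusted p = 8.6e-42), ANGPTL4 differed by -4.99 ± 0.11 and LOXL2 by -4.15 ± 0.082. IGFBP3, which binds insulin-like growth factors, differed by -3.83 ± 0.077, and S100A4, a calcium-binding protein gene of motile cells, was higher in YA (1.93 ± 0.16, edgeR adjusted p = 5.8e-12). In all, 3750 genes were higher and 3836 lower in YA than in OA, 435 and 834 by at least 2-fold.

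The other large differences toward OA were PPFIA4 (-5.20), ESPN (-4.39), ATG9B (-4.34), DPYSL4 (-3.69), TCAF2 (-3.26), SLAMF9 (-3.11), TMEM45A (-3.07) and the prostaglandin E synthase gene PTGES (-2.82). Toward YA they included PRDM7 (2.77 ± 0.12), SLC6A12 (2.76), MYO16 (2.27), FBXO2 (2.09), KLF15 (1.98), CEND1 (1.97 ± 0.43, edgeR adjusted p = 0.0364), FAM167B (1.97), the adhesion gene CEACAM1 (1.93 ± 0.24, edgeR adjusted p = 0.0118), S100A4, the NAD synthesis gene QPRT (1.91) and CFAP61 (1.87). IGFBP3 (ENSG00000146674, chromosome 7, 45912245 to 45921874, minus strand) and S100A4 (ENSG00000196154, chromosome 1, 153543613 to 153550136, minus strand) are protein-coding genes on GRCh38. S100A4 overlaps S100A3 on its own strand and FBXO2 overlaps FBXO44 on the opposite strand, so reads may be shared.

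Camera called 11 lists higher and 14 lower in YA than in OA, and 0 with an estimated correlation, while fry called 7 higher and 11 lower. HIF targets were lower in YA than in OA, 0 up and 27 down of 29 tested genes, 0 and 27 adjusted over the list alone, with a median of -1.63 (camera adjusted p = 1.5e-114, against adjusted p = 0.0542 with an estimated correlation), and so was glycolysis, 3 up and 21 down of 24 tested genes, 3 and 21 adjusted over the list alone, with a median of -0.80 (camera adjusted p = 1.4e-43, against adjusted p = 0.323 with an estimated correlation), and its median was also -0.80 without HIF members (camera adjusted p = 4.5e-30). VEGFA, the vascular growth factor gene, differed by -2.0 ± 0.059 and BNIP3 by -2.46 ± 0.060. The NF-κB list was lower in YA, 2 up and 22 down of 27 tested genes, 2 and 23 adjusted over the list alone (camera adjusted p = 1.9e-16, against adjusted p = 0.323 with an estimated correlation), as were the dedifferentiated list, 2 up and 20 down of 27 tested genes, 2 and 20 adjusted over the list alone (camera adjusted p = 8.6e-19, against adjusted p = 0.323 with an estimated correlation), and mitotic genes, 0 up and 31 down of 34 tested genes, 1 and 32 adjusted over the list alone (camera adjusted p = 6.4e-11, against adjusted p = 0.444 with an estimated correlation). Extracellular matrix genes had 3 up and 23 down of 35 tested genes, 3 and 24 adjusted over the list alone (camera adjusted p = 1.0e-08, against adjusted p = 0.444 with an estimated correlation), with the fibronectin gene FN1 at -0.88 ± 0.062. Pigment genes were higher in YA, 18 up and 0 down of 22 tested genes, 20 and 0 adjusted over the list alone, with a median of 0.70 (camera adjusted p = 1.2e-16, against adjusted p = 0.323 with an estimated correlation). Nuclear respiratory chain genes were higher in YA as a list, 28 up and 3 down of 79 tested genes, 28 and 3 adjusted over the list alone, with a median of 0.11 that was 0.071 without YA 1 (camera adjusted p = 0.00133, against adjusted p = 0.637 with an estimated correlation). Genes of the mitochondrial genome had 6 up and 0 down of 13 tested genes, 6 and 0 adjusted over the list alone, and a median of 0.18 (camera adjusted p = 0.0371, against adjusted p = 0.638 with an estimated correlation), with no call without control 1 (0.0571), control 2 (0.0565) or YA 2 (0.332) and a median from 0.029 to 0.34 over the alternatives. The PI3K list was higher in YA than in OA, 18 up and 7 down of 42 tested genes, 18 and 8 adjusted over the list alone, with a median of 0.14 (camera adjusted p = 0.0328, against adjusted p = 0.452 with an estimated correlation), and MTOR (0.51 ± 0.065), PIK3CA (0.28 ± 0.080, edgeR adjusted p = 0.00462) and PIK3CB (0.22 ± 0.062, edgeR adjusted p = 0.00306) were among its higher members. The antiapoptotic list did not differ by camera (3 up and 4 down of 11 tested genes, 3 and 4 adjusted over the list alone, camera adjusted p = 0.533).

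Among the genes the study follows, SPHK1 was higher in YA than in OA (385 ± 12.7 against 194 CPM, log2 fold change 0.99 ± 0.068, edgeR adjusted p = 6.1e-18). An exchange of the YA and OA names over all 3 secretome libraries, as the legend mentioned above would have it, would turn this direction. It would also turn the glycolysis and respiratory chain lists, for which the study describes more glycolysis after OA and more respiration after YA. Those were metabolic assays and not RNA, with glycolysis measured in other melanoma lines. The mitotic list, higher in OA, would turn too, while the study describes more proliferation after YA, in MeWo as well. BCL2 was higher in YA than in OA by 0.61 ± 0.068 while lower than control in both, and IL6R, also lower than control in both, differed by 0.70 ± 0.067. STAT3 was higher in YA than in OA by 0.29 ± 0.063. FASN (1.00 ± 0.069) and CPT1A (0.34 ± 0.063, edgeR adjusted p = 1.0e-05) were higher in YA. PLIN2 was lower in YA (-0.29 ± 0.087, edgeR adjusted p = 0.00630), a call lost without YA 2 (0.134) and with DESeq2 (0.0724). IL6 (-0.88 ± 0.38, edgeR adjusted p = 0.237) passed without YA 1 (3.7e-13), without YA 2 (4.0e-53) and with limma-voom (1.9e-05), and CD36 (0.69 ± 0.37), SCD (-0.12 ± 0.067), PPARG (0.34 ± 0.42), AKT1 (0.024 ± 0.063), PIK3R1 (-0.15 ± 0.070), RICTOR (0.054 ± 0.063) and S1PR1 (0.79 ± 0.90) did not pass, except PIK3R1 without YA 1 (0.00148).

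The responses to the secretomes went together across genes. Of the 1759 genes higher in YA than in control, 1273 (72.4%) were also higher in OA, against 387 for independent lists, and of the 1557 lower genes 1041 (66.9%) were also lower in OA, against 336. The values for independent lists leave out the shared controls. Simulated unchanged groups against the same controls, refitted in 20 draws, made a mean of at most 0.1 calls per comparison and direction, so that their 0 calls in common do not show how many the shared controls add. Among the shared calls the direct comparison found OA further from control for 746 higher and 614 lower genes, YA further for 29 and 14, and no difference for 498 and 413. Another 105 genes higher in YA were lower in OA and 109 went the other way. The log2 fold changes had a Pearson correlation across genes, which are not independent replicates, of 0.54, whereas simulated unchanged groups against the same controls gave a mean of 0.39 in 100 draws. The covariance was 0.147 against a simulated mean of 0.0241, a difference of 0.123. With 1 control library behind each comparison the correlation was 0.424 or 0.371 and the covariance 0.124 or 0.116. Separate controls remove the shared error, so the simulated values, made with shared controls, are no yardstick for these. The covariances argue against shared controls as the whole cause. Part of the pooled value may still come from them, and the control group cannot be split into parts of 2 libraries.

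**Figure D3:**
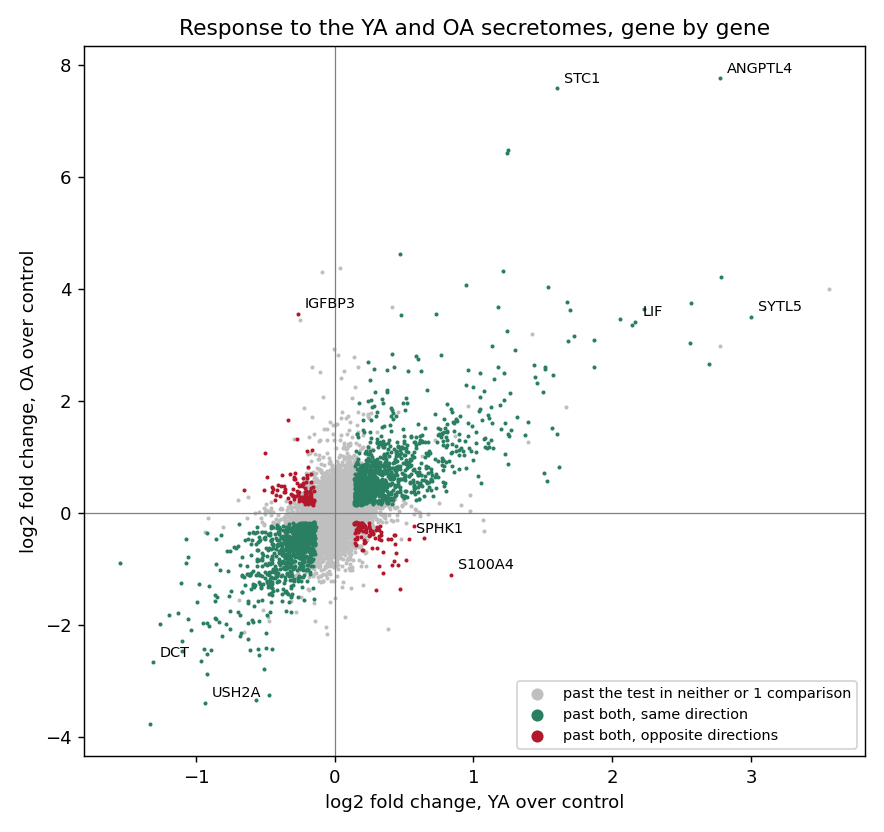
Log2 fold change over control in YA (horizontal) and OA (vertical) of the 11275 genes with an average log2 CPM of at least 2, colored by whether a gene passed in both comparisons in the same or in opposite directions. Most genes called in both lie in the quadrants of equal sign, and the correlation over these genes is 0.66.

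Markers of cells that the secretomes could have carried over moved in both directions. ADIPOQ had 0 counts in all 5 libraries, and adipocyte markers summed to 51.6 and 47.9 CPM in control, 44.6 and 47.0 in YA and 28.2 in OA (CPM here by raw library totals). Most of that sum was the hormone-sensitive lipase gene LIPE, at 44.8 and 41.6 CPM in control and 20.1 in OA. Fibroblast and preadipocyte markers summed to 148 and 161 CPM in control, 156 and 136 in YA and 109 in OA, mostly the matrix proteoglycan gene LUM, which fell in OA (-0.67 ± 0.097, edgeR adjusted p = 9.9e-05). COL1A1 lay between 6.95 and 8.98 CPM in the 5 libraries, and DCN was at 3.85 and 3.96 CPM in control, 13.1 and 7.62 in YA and 9.12 in OA without passing the test (edgeR adjusted p = 0.201 in YA and 0.182 in OA). COL6A3 rose in YA (2.10 ± 0.26, edgeR adjusted p = 3.9e-09) and OA (2.36 ± 0.31, edgeR adjusted p = 4.6e-09), from 0.360 and 0.211 CPM in control to 1.13 and 1.39 in YA and 1.48 in OA, and so did the endothelial gene PECAM1 in YA (2.30 ± 0.32, edgeR adjusted p = 6.9e-08) and OA (2.61 ± 0.37, edgeR adjusted p = 4.3e-08), from 0.200 and 0.134 CPM to 0.901 and 0.817 in YA and 1.03 in OA. The endothelial gene CDH5 fell in OA (-4.27 ± 0.52, edgeR adjusted p = 7.2e-10), from 1.23 and 1.11 CPM in control to 0.0570. Endothelial markers summed to 16.8, 16.8, 17, 17.8 and 17.6 CPM in control 1, control 2, YA 1, YA 2 and OA. Keratinocyte markers, mostly PERP and KRT10, which control MeWo cells also express, summed to 317, 313, 333, 337 and 375 CPM, and leukocyte markers to 3.33, 3.09, 3.61, 3.48 and 5.22 CPM in the same order. By count, adipocyte markers had 2 up and 2 down of 9 tested genes in YA, 2 and 2 adjusted over the list alone, and 2 and 3 in OA, 2 and 3 adjusted over the list alone, and fibroblast markers 1 up and 2 down of 13 tested genes in YA, 1 and 2 adjusted over the list alone, and 1 and 4 in OA, 1 and 4 adjusted over the list alone. The same counts were 1 and 0 of 8 in YA and 2 and 1 in OA for endothelial markers, 2 and 1 adjusted over the list alone, 2 and 0 of 4 and 3 and 0 for keratinocyte markers, 3 and 0 adjusted over the list alone, and 0 and 0 of 5 and 2 and 0 for leukocyte markers, 3 and 0 adjusted over the list alone. Of the adipocyte list, CD36, LIPE and LPL are also in the list of lipid uptake and storage, and 5 fibroblast markers are also extracellular matrix genes of the lists above.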

Values the study reported

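In its methods the paper describes incubation of melanoma cells with adipocyte secretomes for 24 hours. It names GFOLD v1.1.4 for differential expression in this line and took a change of 1.2 or more as upregulation.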

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

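The test of an exchange between the OA library and a YA library and the question of a single OA well were chosen after the results were seen. For the other tests in this part the predictions were written before those tests were run. The patterns they address were found in these same libraries.

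Among the named rises and falls and the genes the study discusses, SPHK1, CPT1A, IGFBP3 and S100A4 stood out. Each was called in opposite directions over control in YA and OA, and differed by the direct test of YA against OA. Over all protein-coding genes with an average log2 CPM of at least 2, 179 met these conditions. SPHK1 rose in YA by 0.53 ± 0.053, was at -0.45 ± 0.067 in OA, and the difference was 0.99 ± 0.068 (edgeR adjusted p = 6.1e-18). CPT1A was at 0.15 ± 0.050 in YA and -0.20 ± 0.063 in OA, with a difference of 0.34 ± 0.063 (edgeR adjusted p = 1.0e-05), and its YA call was lost with thinned libraries (0.0505), with no filter on low counts (0.124) and when any 1 library of control or YA was left out (0.189 without control 1, 0.0883 without control 2, 0.158 without YA 1 and 0.103 without YA 2). IGFBP3 was at -0.27 ± 0.081 in YA (edgeR adjusted p = 0.0143) and rose by 3.56 ± 0.077 in OA, a difference of -3.83 ± 0.077 (edgeR adjusted p = 1.6e-42). S100A4 rose by 0.84 ± 0.11 in YA and was at -1.09 ± 0.17 in OA, a difference of 1.93 ± 0.16 (edgeR adjusted p = 5.8e-12).

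The direction of SPHK1 is the opposite of the one the study describes for OA-exposed melanoma cells, which makes an exchange of libraries a candidate explanation. The study gives expression values from several replicates per group, MeWo among the lines, and from tumors of aged mice. Against these stands 1 OA library here. An exchange of the OA library with 1 YA library would leave an unlike pair under the YA name, whereas the YA libraries differed by 7.57 chi-square units per degree of freedom against 99.0 between OA and the nearer of them, and SPHK1 was above both controls in both YA libraries, which argues against this exchange. An exchange of both names over all 3 secretome libraries, which the legend with reversed replicate numbers would give, leaves this value as it is. It would also give the larger glycolysis rise and the respiratory chain fall to YA, against the directions the study describes from metabolic assays. Those assays measure activity and not RNA, and the glycolysis assay was done in other melanoma lines. The exchange would likewise give the larger rise of mitotic genes to YA, and the study describes more proliferation after YA, in MeWo too. These lists point both ways and do not decide between the labels and the exchange. Open besides the exchange are a difference between cultures and a response of SPHK1 to the secretomes themselves.

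HIF targets had a median of 1.80 in OA over control. Adipocytes or fibroblasts carried over with the secretome would bring their abundant transcripts, and 0 of 7 such marker genes (COL1A1, COL1A2, COL3A1, DCN, LUM, FABP4 and ADIPOQ) passed as higher in OA above 10 CPM, which argues against carry-over, although DCN was higher in each secretome library than in control without passing and COL6A3, outside these 7, rose at a level below 10 CPM, and FABP4 and ADIPOQ had too few counts for a test. A smooth trend on transcript length and GC had an SD of 0.037 over genes and explained 0.207% of the deviance, far less than a median of 1.80 would need, and the median was 1.78 after its removal, which argues against such a bias as the cause. Culture conditions of that well, oxygen and cell density included, cannot be told apart from the secretome with 1 OA library. A biological response to old adipocyte products stays open and untested.

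Fold changes in YA and OA went together across genes. If the shared control libraries made this, the covariance would fall below 0.0733 with separate controls, and the lower of its values was 0.116, which argues against shared controls as the whole cause. Carry-over of adipocytes or fibroblasts with both secretomes is argued against by 0 of 7 abundant marker genes that passed as higher in YA above 10 CPM, although DCN was higher in both YA libraries than in control without passing, COL6A3 and PECAM1, outside these 7, rose below 10 CPM, and FABP4 and ADIPOQ had too few counts for a test. A common response to conditioned medium, whatever the age of the adipocytes, may explain the rest and was not tested, since no medium conditioned by another cell type was included.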

How the results depend on the processing

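The glycolysis list without members of the HIF list was chosen after the data were seen, and every other alternative before. Of 7223 values of named genes under the alternatives, 7028 kept their direction and side of the threshold, 150 fell below it, 34 passed it, 11 without a call changed sign and none with a call reversed. Of 891 list values, 755 were as reported, 111 lost their call, 11 gained one and 14 changed sign without a call. Of 74 counts of genes 66 lay within 1.5 times the reported count.

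With DESeq2, 1144 genes were higher and 851 lower in YA than in control and 2488 were lower in YA than in OA; the cause was not tested. A fold of at least 1.2 left 1141 and 934 in YA against control, fewer by its construction. Leaving out 1 control or YA library gave 1008 to 1607 higher and 863 to 1412 lower genes in YA than in control, with the fewest higher without control 2 and the fewest lower without control 1, where fewer samples were tested. With an estimated correlation camera called 0 lists up and 0 down in each of the 3 comparisons, and on simulated data this setting also missed a planted list. Those simulated genes were independent of each other, so the miss does not discount the loss of calls in genes regulated together. Fry, which asks whether a list moves on balance, called 2 lists up and 0 down in YA against control. It called 16 up and 8 down in OA against control, and 7 up and 11 down in YA against OA. Why these counts were lower than with the preset correlation was not tested. On simulated data fry called the planted list in each comparison, and 0, 3 and 0 of 37 unplanted lists. The correlation of the responses was 0.655 for genes with an average log2 CPM of at least 2, 0.424 with YA against control 1 and OA against control 2, and 0.371 the other way round; the cause of the rise was not tested, and separate controls remove a shared error. Among the named rises and falls only CEMIP in OA lost its call under an alternative that gave the gene a value.

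The labels do not say whether equal replicate numbers pair the samples. The deviations of control and YA of equal number had a correlation of -0.013 across genes, which with 2 libraries per group does not settle it. With the replicate block 1606 genes were higher and 1385 lower in YA, 3945 and 3858 in OA, and 3323 and 3422 in YA against OA. Without the OA library the YA counts were 1715 and 1543. With 1 OA library, leaving it out gives no value for OA. FABP4, with 2 counts in OA and 0 in the other libraries, was too low for a test at these depths, and whether more depth would allow one was not tested.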

Other observations

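HIF1A, which encodes the oxygen-regulated subunit of HIF, was chosen after its values were seen. It went from 372 ± 10.4 CPM in control to 872 ± 31.4 in YA (log2 fold change 1.23 ± 0.054, edgeR adjusted p = 5.9e-26) and to 780.3 (95% interval 773 to 788) in OA (log2 fold change 1.07 ± 0.063, edgeR adjusted p = 3.0e-21), with 0.16 ± 0.065, edgeR adjusted p = 0.0455 between YA and OA, while the median of the HIF targets was 0.30 in YA and 1.80 in OA.

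Genes of protein synthesis parted in OA. Ribosomal proteins had 42 up and 0 down of 75 tested genes, 43 and 0 adjusted over the list alone, with a median of 0.16 (camera adjusted p = 0.00389, against adjusted p = 0.629 with an estimated correlation), and reads shared with pseudogenes make single members uncertain. Ribosome biogenesis had 5 up and 19 down of 28 tested genes, 5 and 20 adjusted over the list alone, with a median of -0.32 (camera adjusted p = 0.00108, against adjusted p = 0.444 with an estimated correlation), including CAD, an enzyme of pyrimidine synthesis, at -0.91 ± 0.066 and MYC at -0.81 ± 0.066. In YA the ribosomal proteins were not called (camera adjusted p = 0.224), except downward without control 1 (6.4e-04), and their median was -0.090 without control 1 and 0.010 without control 2.

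Targets of NRF2, the factor of the oxidative stress response, were lower in OA, 4 up and 19 down of 27 tested genes, 4 and 19 adjusted over the list alone (camera adjusted p = 2.7e-04, against adjusted p = 0.249 with an estimated correlation), with NQO1 at -1.31 ± 0.069, and in YA NQO1 was at -0.46 ± 0.053 in a list without a call (camera adjusted p = 0.212). Cytosolic chaperones of the heat shock response fell in OA, 1 up and 12 down of 16 tested genes, 1 and 12 adjusted over the list alone (camera adjusted p = 0.00138, against adjusted p = 0.527 with an estimated correlation), with CHORDC1 at -0.95 ± 0.072, while those of the endoplasmic reticulum rose, as HSP90B1 did by 1.18 ± 0.063. Cholesterol synthesis genes had 4 up and 18 down of 27 tested genes, 4 and 19 adjusted over the list alone in OA (camera adjusted p = 0.0119, against adjusted p = 0.527 with an estimated correlation), with LSS at -0.71 ± 0.067, and 18 were higher and 2 lower in YA than in OA, 18 and 2 adjusted over the list alone (camera adjusted p = 9.4e-05, against adjusted p = 0.488 with an estimated correlation). Targets of PPAR in OA had a median of -0.21 but a mean of 0.29, without a call (camera adjusted p = 0.406).

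In the interferon list HLA-B (1.49 ± 0.064) and HLA-C (1.01 ± 0.062) rose in OA, while IFIT3 fell (-0.71 ± 0.081), and the list with 6 up and 17 down of 41 tested genes, 7 and 19 adjusted over the list alone was not called (camera adjusted p = 0.223, and 0.0135 without control 2). These HLA genes can share reads, so their values are uncertain. Of the metallothionein genes, too few for a list test, MT2A was at 1.5 ± 0.055 in YA and 2.17 ± 0.064 in OA, and the zinc exporter gene SLC30A1 of the same list fell in OA (-1.35 ± 0.12).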
